A study of Mus musculus with 7 samples. Its data were reported in "Lack of caspase 8 directs neuronal progenitor-like reprogramming and small cell lung cancer progression" (2025).

How the data were processed

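Single-nucleus RNA sequencing was performed on fresh-frozen lung tumors of 4 male mice with small cell lung cancer. RP mice carry conditional alleles of Rb1 and Trp53, and RPC mice additionally carry a conditional allele of Casp8, although the labels write its loss as if it held for the whole animal. Inhaled adenoviral Cre recombinase deleted the conditional alleles in the lung. There were 2 animals per genotype, named RP1, RP2, RPC1 and RPC2. Nuclei were fixed and barcoded by split-pool combinatorial indexing (Parse Evercode), in which the well of the first barcoding round marks the animal. The labels list 7 libraries, and each pools nuclei of all 4 animals. The barcodes carry 7 sublibrary suffixes, which were not matched to the library numbers of the labels. The animal was therefore the replicate, and the groups of the animals came from the labels.

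The authors aligned the reads to the mouse genome (GRCm39, Ensembl genes) and separated the animals with the Parse pipeline. The deposited matrices hold counts of transcripts (unique molecules) per nucleus and gene, not normalized, and 1 matrix per animal merges the 7 sublibraries. In each of the 38353 nuclei the matrix sum equalled the transcript number of the deposited table of nuclei. Of the 12 columns of that table, 8 were not used here. Each gene table names 56941 genes by Ensembl identifier and symbol. No nucleus had under 300 counts in the deposited matrices, and the mitochondrial and gene number filters of the study had not been applied to them.

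Nuclei with under 300 counts, over 10% mitochondrial counts or over 12000 genes were removed, which follows the thresholds of the study. Clustering was run under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3): counts were scaled per nucleus and log-transformed, 2000 variable genes without Rn18s-rs5 and the mitochondrial genes and 20 principal components were taken, and the shared-neighbor graph of 20 exact nearest neighbors (scikit-learn 1.9.0) was clustered by the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.4 with random seed 1. Clusters were named by 13 marker lists, written before the data were examined. The lists stood for neuroendocrine tumor, alveolar type 2, alveolar type 1, ciliated, club, endothelial, fibroblast, smooth muscle or pericyte, macrophage or monocyte, T or NK cell, B cell, neutrophil and mesothelial nuclei. The rule that turned marker levels into names was set after the clusters were seen. A non-tumor name needed a median marker score of at least 1 on the log2 scale with an offset of 5 CPM, at least 3 markers detected in 5% of its nuclei, and no other list with more markers among its 10 leading genes. Clusters far shallower than the nuclei of their animals, with none of their own markers among the leading genes, were left unnamed. A tumor-like cluster had no non-tumor score above 0.5, and its median neuroendocrine marker lay above that of the named non-tumor nuclei. Candidate non-tumor clusters were clustered again at a resolution of 1. No cluster was named neutrophil-like. One cluster of 2121 nuclei stayed unnamed: its median was 1001 transcripts, and Rn18s-rs5, a ribosomal RNA, took a median of 20.8% of them. All names are reconstructions, so a difference from the study may come from the names.

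Doublets were sought with Scrublet in each animal (Scanpy 1.11.5). It marked 6 of 38254 nuclei (0.0157%), which is too few for the caller to have worked at this number of nuclei. Leaving out tumor-like nuclei above 4 times the median transcripts of their animal was added as an alternative after the data had been seen.

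Counts of tumor-like nuclei were summed per animal. RPC was tested against RP with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3 (TMM scaling, filterByExpr, legacy form of the fit, no covariate), with Benjamini-Hochberg adjusted p under 0.05 as the threshold. All edgeR tests are two-sided. The study used DESeq2, which was kept as an alternative (DESeq2 1.42.0, default settings). Since edgeR gives no standard error, it was calculated back as the absolute log2 fold change divided by the square root of the F statistic. CPM values of tumor-like nuclei and chromosome medians were taken on the TMM-scaled sums. CPM values of the other classes and their percentages of the tumor-like level, as well as those of all kept nuclei (the genes of the sex chromosomes), without the neuronal cluster and in the estimates of carried-over RNA were taken on sums without TMM scaling. The genes named in the text were fixed beforehand: Casp8, Rb1 and Trp53, the subtype factors Neurod1, Pou2f3 and Yap1, 17 genes named in the study, and the 5 largest rises and 5 largest falls among called genes with an average log2 CPM of at least 3 whose animals did not overlap. The last part named none, since edgeR called no gene. Genes outside this rule are marked as chosen after their values were seen. The study chose its 17 genes on these samples. The same fit was run per non-tumor class with at least 50 nuclei in each animal. The difference between tumor-like and all named non-tumor nuclei was tested as an interaction with the animal as a block.

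Gene lists for glutamate receptors and transporters, intermediate progenitors, motile cilium, neuroblasts, neuronal differentiation, proliferation and radial glia-like cells were written by hand at the same time, since no ontology was used here. The 7 lists with at least 10 tested genes were tested with camera of limma 3.58.1 (correlation 0.01), and with fry. For neighborhoods and clusters, 7000 tumor-like nuclei per animal were drawn, as many as in the study, and 15 principal components were used. The 30 nearest neighbors of each nucleus were counted. A cluster was called dominated at 80% of its nuclei. The clustering was to leave out called genes, of which there were none. For shares of nuclei with a transcript, each nucleus was thinned to 1000 transcripts, and shallower nuclei were left out. Intervals are exact Clopper-Pearson intervals at 95%, and a count of 0 is given with an upper limit of 3 counts. Both cover counting error only. Shares per animal were compared by a two-sided exact permutation test, whose smallest p with 2 against 2 animals is 0.33.

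Of the 56941 genes, 56323 (98.9%) were placed by identifier on GENCODE vM39, an annotation of GRCm39, the build of the deposited counts. For chromosome medians, the log2 CPM of each gene (offset 1) in an animal was compared with the mean of the other 3 animals, over 10145 genes with an average log2 CPM of at least 3, by chromosome and in 469 windows of 5 Mb with at least 5 genes.

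The tests of genes, gene lists and chromosomes were first tested on simulated data drawn from the means and library sizes of the real sums, with 200 changed genes. For RPC against RP in tumor-like sums, edgeR recovered 68.5% of them, with 16 false calls among 19580 genes. Of those changed at least 4-fold it recovered 94.8%. DESeq2 recovered 75.5% with 51 false calls among 20056 genes. Beside 137 recovered genes for edgeR and 151 for DESeq2, these false calls exceed the share that an adjusted p under 0.05 is meant to allow. For endothelial-like sums edgeR recovered 65.0% with 12 false calls among 9185 genes, for macrophage- or monocyte-like sums 60.5% with 16 among 11541, for smooth muscle- or pericyte-like sums 58.5% with 10 among 8383, and for the interaction 92.5% with 26 false calls among 20146 genes. Camera gave a moved list of 30 genes an unadjusted p of 1.53e-08 and none of 20 unmoved lists a p under 0.05; fry gave 0.00876 and 2 of 20. A chromosome shifted by -0.70 on the log2 scale was recovered at -0.65, against at most 0.11 for other chromosomes. The tests of shares, clusters and neighbors were not simulated. The simulations of macrophage- and smooth muscle-like sums were run after the real data had been tested.

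Alternatives fixed beforehand changed the test, the scaling, the filter on low counts, the nuclei summed, the depth, the doublet calls, the clustering resolution, the pairing by animal number and the sublibraries, and left out each animal in turn. When 1 animal is left out, the lone animal of its genotype is assumed to vary like the others. Added after the data had been seen were the removal of nuclei above 4 times the median, of a cluster led by neuronal genes, of Rn18s-rs5 with the mitochondrial genes, and of the genes that DESeq2 called, the matching of nuclei on depth, as well as the newer form of the edgeR fit and the omission of each animal for shares, clusters, neighborhoods and non-tumor tests. Pseudotime, gene set activity per nucleus, mapping to a reference lung atlas, ontology enrichment, cell line data and methylation data were not analysed here. Figures were drawn with matplotlib 3.10.9.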

Results

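Transcripts of single nuclei were counted in lung tumors of 4 male mice. The 2 RP animals had lost Rb1 and Trp53 in the tumor, and the 2 RPC animals had in addition lost there Casp8, the gene of an enzyme of programmed cell death. RP and RPC here mean the animals so labelled. The comparison of RPC with RP asks which properties of the tumor nuclei go with the loss of Casp8. The deposited matrices held 32299909 transcripts in 8413 nuclei of RP1, 35420582 in 8892 nuclei of RP2, 72446861 in 10865 nuclei of RPC1 and 57515082 in 10183 nuclei of RPC2. Both RPC animals therefore held more transcripts than both RP animals.

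After filtering, 8363 nuclei of RP1, 8874 of RP2, 10853 of RPC1 and 10164 of RPC2 remained, which are 17237 RP and 21017 RPC nuclei. The mitochondrial limit removed 50, 18, 4 and 14 nuclei in the same order, and the limit on genes removed 8 of RPC1 and 5 of RPC2. A minimum of 500 counts, the alternative fixed beforehand, left 8355 nuclei of RP1 and 8859 of RP2, with the RPC numbers unchanged. A median nucleus held 2255 transcripts in RP1, 2223 in RP2, 3392 in RPC1 and 2767 in RPC2. The ribosomal transcript Rn18s-rs5 took 9.99% of the transcripts of RP1, 8.49% of RP2, 3.09% of RPC1 and 5.35% of RPC2. Median depth also differed between the barcoding wells of one animal, from 1755 to 2739 transcripts in RP1. Each well held nuclei of 1 animal only, and each animal had 2 or 3 wells.

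Marker genes named most nuclei tumor-like: 84.4% (95% interval 83.6 to 85.2) in RP1, 81.4% (80.6 to 82.2) in RP2, 84.3% (83.6 to 85.0) in RPC1 and 84.2% (83.5 to 84.9) in RPC2. The mean was 82.9% ± 2.11 (SD, n = 2) in RP and 84.2% ± 0.0578 (SD, n = 2) in RPC, and the difference of 1.31 points was smaller than the distance between the RP animals. Clustering at a resolution of 0.8 moved it most, to -2.34 points, and it was -0.180 points without RP2. Of the other classes, 4 had animals of the genotypes apart, each with a two-sided exact permutation p of 0.33, the smallest possible, and an adjusted p of 1. These were T or NK cell-like nuclei (0.752% ± 0.155 in RP, 0.375% ± 0.0297 in RPC), macrophage- or monocyte-like nuclei (2.73% ± 1.17 and 1.71% ± 0.0148), smooth muscle- or pericyte-like nuclei (0.913% ± 0.0957 and 0.581% ± 0.0404) and unnamed nuclei (6.63% ± 0.942 and 4.70% ± 1.36; each SD, n = 2). Animals overlapped in B cell-like, alveolar type 1-like, alveolar type 2-like, ciliated-like, endothelial-like, fibroblast-like and mesothelial-like nuclei. Without RP2, the macrophage difference of -1.02 points was -0.189 points, and without RP1 it was -1.85 points. The difference in unnamed nuclei of -1.92 points was -1.26 points without RP1, -0.961 points without RPC1 and -2.89 points without RPC2.

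Club-like nuclei made up 6.42% of RPC1 but 0.215% of RP1, 1.33% of RP2 and 0.984% of RPC2. Their difference between genotypes was 2.93 points, 0.211 points without RPC1 and 5.65 points without RPC2. Of the 697 club-like nuclei of RPC1, 343 and 334 lay in clusters led by Col23a1, Fmo2, Pkhd1 and Samd4, a list without a club marker. The median depth of these clusters was 1.44 and 3.79 times that of their animals. Clusters of macrophage-like (9726 transcripts), endothelial-like (8125) and alveolar type 2-like nuclei (15908.5) also had a median depth far above that of their animals, so doublets among the named classes are not excluded.

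The targeted genes were the first to be compared. Casp8 (ENSMUSG00000026029, GRCm39 chromosome 1, 58834375 to 58886665) had 58.6 CPM in RP1, 61.0 in RP2, 88.8 in RPC1 and 66.3 in RPC2 tumor-like nuclei. Its log2 fold change of RPC over RP was 0.38 (SE 0.19, edgeR adjusted p 0.393), and without RPC1, the alternative that moved it most, it was 0.16 (0.59 without RPC2). The counts cover the whole gene, and the sources do not give the position of the deleted part, so these values do not check the labels. On sums without TMM scaling, Casp8 had 56.7, 60.5, 91.6 and 66.9 CPM in tumor-like nuclei in the same order of animals, 80.9, 96.9, 105 and 85.4 CPM in endothelial-like nuclei, and 99.3, 92.9, 144 and 102 CPM in macrophage-like nuclei. Rb1 had a log2 fold change of 0.32 (SE 0.15, adjusted p 0.370). The log2 fold change of Trp53 was 0.23 (SE 0.25, adjusted p 0.675), and -0.05 without RPC1 and 0.49 without RPC2. Adjusted over the list alone, p was 0.148 for Casp8 and Rb1 and 0.399 for Trp53.

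Over all genes, edgeR called 0 of 20056 tested genes between RPC and RP at an adjusted p under 0.05 (two-sided, 2 against 2 animals). The smallest adjusted p was 0.154. At an unadjusted p under 0.05 there were 3073 genes, 1523 higher and 1550 lower in RPC, where chance gives 1002.8. DESeq2, the alternative that moved the count most, called 647 genes, 345 higher and 302 lower in RPC, and 646 of them had animals of the genotypes apart. On simulated sums DESeq2 made 51 false calls beside 151 true ones, so a part of the 647 may be false. In simulated sums edgeR made calls with the same number of animals, where the prior degrees of freedom of its dispersion were 13.1, against 3.15 in the real sums. The biological coefficient of variation was 0.285. Differences between the animals of one genotype exceeded sampling noise, with a chi-square per gene of 70.3 between the RP animals and 133 between the RPC animals. The median chi-square was 4.01 and 6.96 in the same order, so a part of the genes carries the larger values. Of the genes, 4.20% and 4.38% differed over 2-fold. Animals of the genotypes did not overlap in 10119 tested genes, or 50.5%, where chance gives 33.3%. Without RP1, 2 genes were called, 9530002B09Rik and Gm30835, both lower in RPC, and without RPC2, 3 genes, Banf2 (lower), Dock1 and Corin (both higher). Of these, 9530002B09Rik was high in RP2 alone (59.4 CPM, against 0.414 in RP1, 0.1102 in RPC1 and 0.176 in RPC2). Dock1 was high in RPC1 alone (219 CPM, 7.696 in RPC2), and Banf2 was nearly absent in RPC1 alone (0.496 CPM, 47.3 in RPC2). Fits of the odd and of the even sublibraries, each with all 4 animals, called 0 genes by edgeR, with 2847 and 2532 at an unadjusted p under 0.05. These genes and those with the smallest p were chosen after their values were seen. Among the latter Gm30835 (log2 fold change -5.20), Cap1 (-3.43), Ror1 (-1.81) and Ppt1 (-2.82) were lower in both RPC animals, each with an adjusted p of 0.154.

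Of the subtype factors of small cell lung cancer, Pou2f3 and Yap1 did not pass the threshold between the genotypes by edgeR. Pou2f3 had between 28 and 71 transcripts per animal, and its log2 fold change was 0.07 (SE 0.44, adjusted p 0.953). It was -0.03 without RP1, 0.17 without RP2, 0.46 without RPC1 and -0.44 without RPC2. The log2 fold change of Yap1 was -0.06 (SE 0.29, adjusted p 0.939). That of Yap1 was -0.13 without RP1, 0.02 without RP2, -0.43 without RPC1 and 0.26 without RPC2. Neurod1 had 4, 6, 20 and 7 transcripts in RP1, RP2, RPC1 and RPC2, too few to be tested. Adjusted over the list alone, p was 0.886 for Pou2f3 and Yap1.

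Of the 17 genes named in the study, 0 passed an adjusted p under 0.05 by edgeR (range 0.262 to 0.512), 11 had an unadjusted p under 0.05, and DESeq2 called 8. Adjusted over the list alone, 11 were under 0.05; the study chose the list on these samples, so this is not independent evidence. In its own test between the genotypes, the study called Foxo1, Gli2, Sox2, Aldh1a1, Abcc3, Calca, Sox1, Mycl and Dll3. Of these, DESeq2 here did not call Sox2, Aldh1a1 and Dll3. Grm5, Col8a1, Kcnd2, Tenm2, Adgrb3, Npas3 and Negr1 were named in the study from pseudotime, and Nkx2-1 only as lower in level. In 16 of the 17 the animals of the genotypes did not overlap. Calca (ENSMUSG00000030669, chromosome 7, 114230712 to 114235592), which encodes the calcitonin gene-related peptide, had 796, 709, 1740 and 1669 CPM in RP1, RP2, RPC1 and RPC2. Its means were 752 ± 61.6 in RP and 1704 ± 50.1 in RPC (SD, n = 2), its log2 fold change was 1.18 (SE 0.17, adjusted p 0.262; 2.84e-05 to 0.506 over the alternatives), and it was 1.099 to 1.265 without any 1 of the animals. Mycl (ENSMUSG00000028654, chromosome 4, 122889408 to 122896282) fell from 63.1 ± 12.9 CPM in RP to 8.43 ± 2.78 CPM in RPC (SD, n = 2). Its log2 fold change was -2.91 (SE 0.31, adjusted p 0.262; 4.29e-13 to 0.379 over the alternatives), and -3.27 to -2.59 with 1 animal left out. Foxo1 rose by 1.08 (SE 0.26) on the log2 scale, with 154 and 135 CPM in RP, 379 CPM in RPC1 and 233 CPM in RPC2. Gli2 rose by 1.34 (SE 0.32) with 33, 37, 168 and 161 transcripts per animal, and 83.9% of its RPC1 transcripts lay in 1 cluster led by neuronal genes. Its log2 fold change was 0.17 over all kept nuclei, which include fibroblast- and smooth muscle-like nuclei, where Gli2 is high. Sox2 rose by 0.80, Aldh1a1 by 0.97, Abcc3 by 1.05, Grm5 by 1.61, Col8a1 by 1.03 and Kcnd2 by 1.29. For Aldh1a1 and Abcc3, RNA from other classes could not be excluded. Sox1 fell by 2.32, Dll3 by 0.98, Nkx2-1 by 0.36, Tenm2 by 1.95, Adgrb3 by 2.06 and Npas3 by 2.48. Negr1 fell by 2.97, but its level was 521 CPM in RP1, 21.9 in RP2, 47.0 in RPC1 and 22.3 in RPC2, and its log2 fold change without RP1 was 0.66. Whichever animal was left out, no other of the 17 changed direction, but several moved by more than 1.5 times. Grm5 rose by 0.91 without RP1 and 3.01 without RP2, Kcnd2 by 0.63 and 2.57 in the same order, and Foxo1 by 0.70 without RPC1. The log2 fold change of Tenm2 was -0.99 without RPC1 and -5.81 without RPC2, that of Adgrb3 -1.29 and -3.73, and that of Nkx2-1 -0.17 and -0.56 in the same order.

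**Figure D1:**
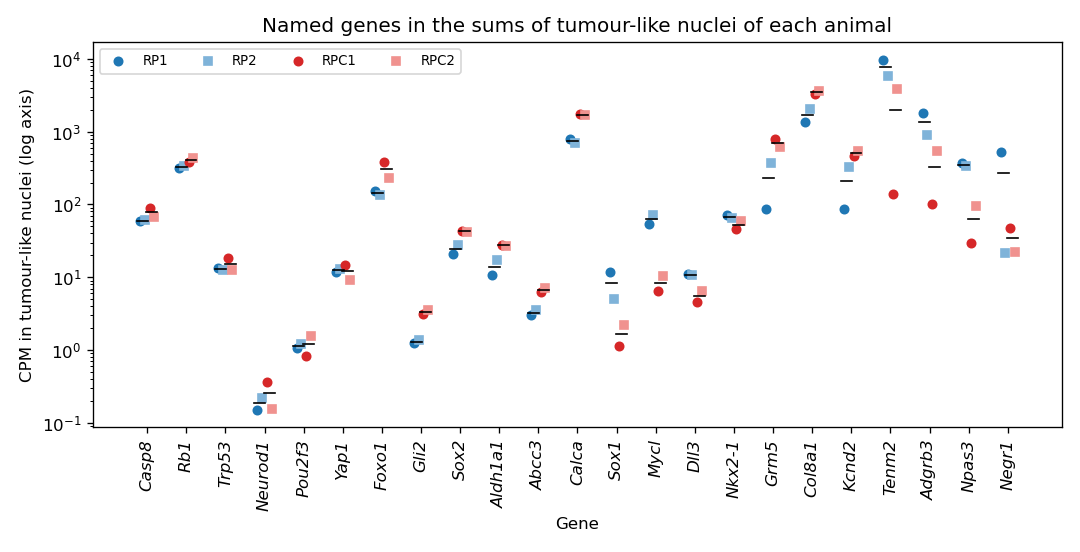
CPM (log scale) of the targeted genes, the subtype factors Neurod1, Pou2f3 and Yap1, and the genes named in the study in summed tumor-like nuclei; points are animals and bars are means of the 2 animals per genotype. Mycl lay at 54.0 and 72.3 CPM in RP and 6.46 and 10.4 CPM in RPC, and Negr1 was high in RP1 alone.

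The share of tumor-like nuclei with a transcript was taken at 1000 transcripts per nucleus, which left out 770 nuclei of RP1, 749 of RP2, 137 of RPC1 and 383 of RPC2. The median depth of the nuclei used was 2598.5, 2506, 3387.5 and 2984 transcripts before thinning. Calca was seen in 46.5% (45.3 to 47.8) of nuclei in RP1, 43.9% (42.7 to 45.1) in RP2, 76.9% (76.0 to 77.8) in RPC1 and 70.8% (69.8 to 71.7) in RPC2, a difference of 28.6 points between means of 45.2% ± 1.87 and 73.8% ± 4.36 (SD, n = 2). Without thinning, the alternative that moved it most, the means were 67.2% and 91.4%, which differ by 24.2 points, but such shares also rise with the greater depth of the RPC nuclei. Endothelial-like nuclei were set beside the tumor-like ones, with 8, 35, 3 and 21 nuclei left out and a median depth of 3204.5, 3284, 4293.5 and 2707.5 transcripts. Macrophage-like nuclei were used as well, with 16, 32, 3 and 13 left out and a median depth of 3387, 3392, 4968.5 and 3572.5 transcripts. Calca was seen in 20.2%, 26.4%, 43.2% and 51.9% of the former and 31.5%, 19.7%, 36.4% and 39.4% of the latter, below the tumor-like share in each animal. The Mycl share was 4.17% in RP1, 6.62% in RP2, 0.666% in RPC1 and 1.003% in RPC2. The Mycl share of endothelial-like nuclei was 5.95% (1.96 to 13.3) in RP1 and 4.96% in RP2, and that of macrophage-like nuclei was 1.399% (0.170 to 4.96) and 5.99%. Since both classes carry tumor RNA, this match does not bear on the level of Mycl in RP tumor nuclei. In the RPC animals, Mycl was seen in 0 of 88 and 0 of 156 endothelial-like nuclei, which allows shares of up to 3.41% and 1.92%, and in 1 of 184 and 0 of 160 macrophage-like nuclei. Without thinning, with the same limit, the Mycl means were 15.7% and 4.35%. Foxo1 was seen in 13.2%, 12.3%, 30.03% and 19.1% of tumor-like nuclei and in 27.4%, 19.01%, 25% and 23.1% of endothelial-like nuclei. The latter exceeded the tumor-like share in RP1, RP2 and RPC2 and are therefore no background for Foxo1. In macrophage-like nuclei the Foxo1 share was 11.9% (7.08 to 18.4), 11.6% (8.13 to 15.9), 15.8% (10.8 to 21.8) and 17.5% (11.95 to 24.3), below the tumor-like share in each animal and beyond the interval in RPC1 alone. Neurod1 was seen in 2, 1, 5 and 1 tumor-like nuclei.

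Of the 7 gene lists, camera called 1 between RPC and RP. The 32 motile cilium genes were higher in RPC (adjusted p 0.00204, mean and median log2 fold change 0.50, 23 of 32 genes higher). Without RPC2, the alternative that moved it most among those with an animal left out, the adjusted p was 0.258, and over all kept nuclei it was 0.832. The sums of all kept nuclei include ciliated-like nuclei, and the tumor-like level of these genes was a median of 1.15% to 2.82% of theirs. They therefore cannot show whether tumor-like nuclei carry the rise. The call did not hold under fry (0.666) or with an estimated correlation (0.876). The 30 proliferation genes were higher by a median of 0.15 (mean 0.17, 22 of 30 genes higher) with an adjusted p of 0.0624. Their median was 0.36 without RP1, 0.03 without RP2, 0.23 without RPC1 and 0.20 without RPC2, so the rise depended on RP2. The 35 glutamate receptor and transporter genes had a median of -0.11, a mean of 0.03 and a test direction downward (adjusted p 0.852). For the 16 intermediate progenitor genes the median was 0.02, the mean -0.03 and the test direction upward (0.938). The 18 radial glia-like genes had a median of -0.03, a mean of 0.12 and a test direction upward (0.852). The neuroblast list (13 genes, median -0.02, mean -0.13, adjusted p 0.852) and the neuronal differentiation list (34 genes, median -0.09, mean -0.29, adjusted p 0.781) pointed downward in all 3 measures.

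The same contrast was tested in other classes to see whether differences were limited to tumor-like nuclei. In endothelial-like nuclei edgeR called 6 of 9593 genes: Corin and Fmo2 were higher in RPC, and Pabpc4, Cap1, Ppt1 and Gm30835 were lower. In macrophage- or monocyte-like nuclei it called 1 of 11833 genes, Gm30835, and in smooth muscle- or pericyte-like nuclei 2 of 8816 genes, Pabpc4 and Cap1. All of these, chosen after their values were seen, had the same sign in tumor-like nuclei. A fit without the filter on low counts moved the counts most, to 371, 493 and 275 genes. The endothelial count was 15 without RP1, 24 without RP2, 146 without RPC1 and 81 without RPC2. The macrophage count was 9 without RP1, 50 without RP2, 66 without RPC1 and 462 without RPC2. The smooth muscle count was 20 without RP1, 55 without RP2, 142 without RPC1 and 114 without RPC2. A test of whether the RPC against RP difference itself differed between tumor-like and other nuclei gave 0 of 20492 genes by edgeR, with 2277 at an unadjusted p under 0.05 and 56 called by DESeq2. That count was 7 without RP2 and 126 without RPC2. Club-like nuclei gave 10551459 of the 17028447 non-tumor transcripts of RPC1 but 106035 of the 4127592 of RP1, so this test compares different mixtures of classes. The 14 neuroendocrine markers reached a median of 56.6% to 85.0% of their tumor-like level in endothelial-like and macrophage- or monocyte-like nuclei, so these classes carry much tumor RNA. Calca alone reached 65.3%, 77.6%, 70.1% and 78.7% of its tumor-like level in endothelial-like nuclei of RP1, RP2, RPC1 and RPC2.

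Clustering asked whether tumor-like nuclei of RP and RPC share states. From 7000 nuclei per animal, 12 clusters were found, and in each of the 12 a single animal gave at least 80% of the nuclei (86.0% to 99.3%). RP animals dominated 6 clusters and RPC animals 6. None was dominated by a genotype without being dominated by 1 animal. A resolution of 0.2 moved the number of 1-animal clusters most, to 7 of 8. Without RP1, 2 clusters were dominated by RP, and 3 were dominated by RPC without RPC1 and also without RPC2. Among the 30 nearest neighbors of a nucleus, 93.3% came from the same animal in RP1, 90.3% in RP2, 97.6% in RPC1 and 92.8% in RPC2, a mean of 93.5% ± 3.05 (SD, n = 4). The other animal of the genotype gave 2.67% ± 1.37, and the 2 animals of the other genotype together gave 3.84% ± 2.23 (SD, n = 4). Counted per animal, the own genotype gave more of these neighbors in RP1, RP2 and RPC1, and the other genotype gave more in RPC2. Without RP2, which moved it most, the same-animal mean was 97.1%. The other genotype gave 1.63% without RP2 and 1.35% without RPC2. The other animal of the genotype gave 1.5005% without RP1 and 4.19% without RPC1, each a mean over the intact pair alone. With all animals, these pairs already gave 1.13% in RPC1 and 1.90% in RPC2, and 3.95% in RP1 and 3.68% in RP2.

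**Figure D2:**
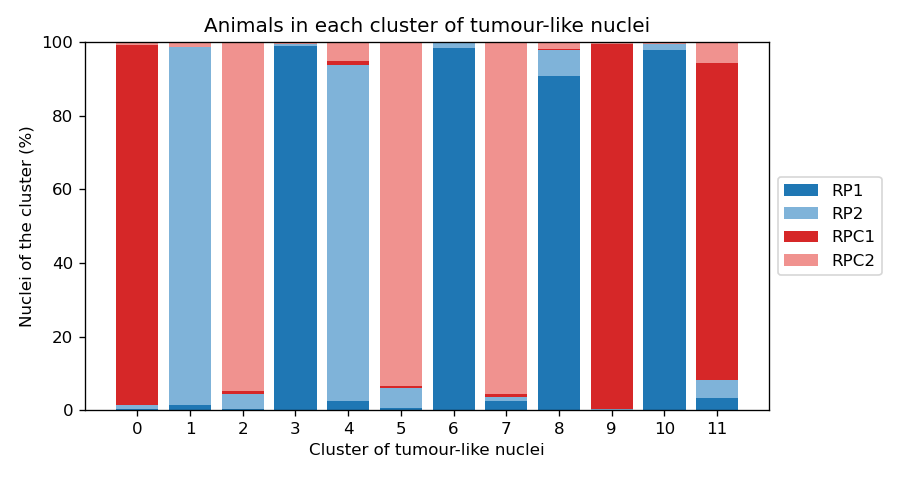
Percentage of the nuclei of each of the 12 clusters of tumor-like nuclei (0 to 100%) that came from each of the 4 animals, as stacked bars. A single animal gave 86.0% to 99.3% of every cluster.

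One cluster of 655 tumor-like nuclei was led by Grik2, Lrrtm4, Nrxn3, Adarb2 and Erbb4, genes chosen after their values were seen. RPC1 gave 90.5% of it, and it held 6.48% of the tumor-like nuclei and 12.1% of the tumor-like transcripts of RPC1. It also held 84.0% of the Adgrb3, 88.9% of the Negr1, 59.7% of the Sox1 and 41.4% of the Npas3 transcripts of RPC1, but 7.58% of its Calca and 9.38% of its Mycl. On sums without TMM scaling, Gli2 had 1.203, 1.354, 3.18 and 3.57 CPM in RP1, RP2, RPC1 and RPC2, and 1.17, 1.28, 0.582 and 3.46 CPM without the cluster.

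Expression was compared along the chromosomes, animal against the mean of the other animals. The median of the 306 genes of chromosome 19 was -0.70 on the log2 scale in RPC1, 0.45 in RP1, -0.03 in RP2 and 0.30 in RPC2. In RPC1, 286 of them (93.5%) were lower, against 38.9% of all other genes, and the medians of all 13 windows of the chromosome were negative (-0.88 to -0.39). Leaving out chromosome 19 and the Y chromosome, which held 5 genes, the largest median was 0.31 on chromosome 6 in RPC1. The median of the X chromosome was -0.12 in RP1, -0.11 in RP2, 0.08 in RPC1 and 0.13 in RPC2, higher in RPC, and RP minus RPC was -0.16. Of genes on the sex chromosomes, Xist had 12.03, 14.5, 7.81 and 13.0 CPM and Ddx3y 31.2, 38.2, 49.8 and 45.1 CPM in RP1, RP2, RPC1 and RPC2, values for animals labelled male.

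**Figure D3:**
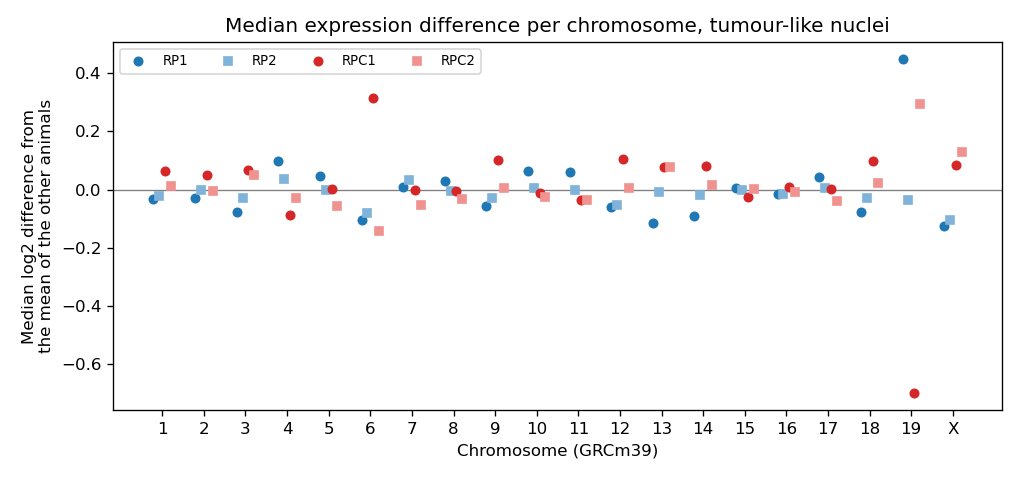
Median log2 difference of each animal from the mean of the other animals for the genes of each chromosome, with 1 point per animal and chromosome. RPC1 lay at -0.70 on chromosome 19 and at 0.31 on chromosome 6.

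The neighborhood of Mycl was examined after its value was seen. The 14 tested genes within 1 Mb with an average log2 CPM of at least 3 had a median log2 fold change of -1.04 between RPC and RP, and 11 of them were lower in both RPC animals. All 26 tested genes within 1 Mb, at any level, had a median of -2.51. None of 9844 runs elsewhere of 14 neighboring genes with this minimum had so low a median, and the lowest was -0.75. Pabpc4 (-3.94), Cap1 (-3.43), Trit1 (-3.06), Ppie (-2.91) and Ppt1 (-2.82) fell about as much as Mycl, while Rhbdl2 (0.09) did not fall. DESeq2 called 12 genes within this distance, all lower in RPC. The neighbors of Mycl named here were chosen after their values were seen.

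**Figure D4:**
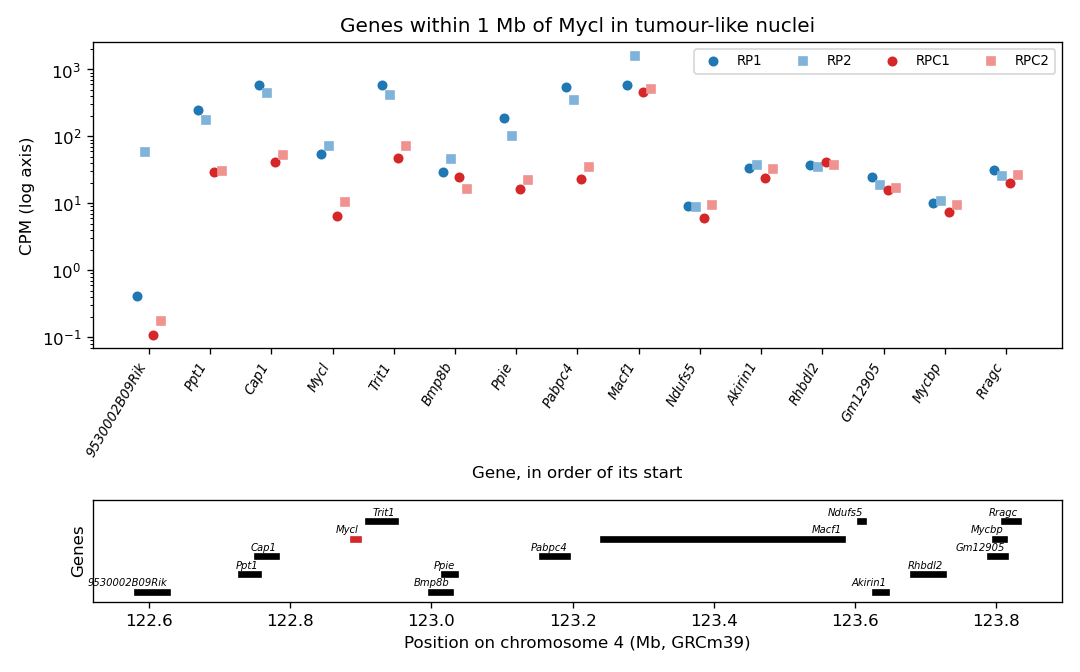
CPM (log scale) of Mycl and the 14 tested genes within 1 Mb with an average log2 CPM of at least 3 in summed tumor-like nuclei, with points for animals, above a map of these genes on chromosome 4 (GRCm39). Cap1 lay at 592 and 440 CPM in RP and at 42.1 and 53.7 CPM in RPC.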

Values the study reported

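The study counted 17188 nuclei of RP and 21014 of RPC tumors after its quality control, with 8340 in RP1, 8848 in RP2, 10853 in RPC1 and 10161 in RPC2. From 7000 tumor cells drawn per sample it described 13 tumor clusters, of which RP cells dominated 6 and RPC cells 4.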

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

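Both tests of this part, on sublibrary 2 and on sublibrary 1, were chosen after the result was seen. In each animal, 4 measures were compared among the 7 sublibraries, which makes 16 groups. In 2 of the groups 1 sublibrary lay far from the others, where chance gives 0.8, about 1 in 20 groups.

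In RP1, nuclei of sublibrary 2 had a median of 1914 transcripts, far below the nearest sublibrary (2258.5) and the highest (2432). A lower sequencing depth of sublibrary 2 as a whole would lower all animals alike. Sublibrary 2 had the lowest median in 4 of 4 animals, with 1914 transcripts in RP1, 1892 in RP2, 3128.5 in RPC1 and 2455 in RPC2. A lower depth of the sublibrary is a candidate explanation that these values fit. Each sublibrary held nuclei of all animals, so the design gives no biological explanation, and none was tested.

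In RPC2, sublibrary 1 held 1332 nuclei, fewer than the nearest sublibrary (1430) and the highest (1503). If fewer nuclei had been taken into sublibrary 1, all animals would have the fewest there. Sublibrary 1 held the fewest nuclei in 4 of 4 animals, with 1092 in RP1, 1148 in RP2, 1445 in RPC1 and 1332 in RPC2. A smaller number of nuclei taken into sublibrary 1 is a candidate explanation. As for sublibrary 2, the design gives no biological explanation, and none was tested.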

How the results depend on the processing

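Chosen after the data were seen were the tests without deep nuclei, without the neuronal cluster, without Rn18s-rs5 and the mitochondrial genes, without the genes called by DESeq2, on nuclei matched on depth, with the newer edgeR fit, and without each animal for shares, clusters, neighborhoods and non-tumor classes. With 1 animal left out, the lone animal of its genotype is assumed to vary like the others.

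For the tumor-like nuclei, edgeR called 0 genes in most settings, DESeq2 called 647, edgeR without the filter on low counts 12, and edgeR on nuclei with no marker transcript of other classes 8. With 1 animal left out the count was 0 to 3: 2 without RP1, 0 without RP2 and without RPC1, and 3 without RPC2. The cause was not tested. At an unadjusted p under 0.05, every edgeR fit of the 4 animals gave between 1177 genes, on nuclei with no marker transcript of other classes, and 3852 genes, without the filter. The replicate block by animal number called 0 genes by edgeR, with 2506 at an unadjusted p under 0.05, and the pairing it assumes was not seen: across genes, the deviations of RP1 and RPC1 from their group means had r = -0.0403.

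The log2 fold changes of the named genes were recomputed in 519 alternatives over 22 results. In 499 they kept direction and call, in 9 they passed the threshold in the same direction (8 genes by DESeq2, and Mycl without the filter, at an adjusted p of 0.0414 in a range of 4.29e-13 to 0.379), and in 11 they reversed. Yap1 reversed to 0.0013 with library size only, 0.0072 without the filter, 0.12 over all kept nuclei and 0.48 on nuclei with no marker transcript, and Pou2f3 to -0.28 in the odd sublibraries. With 1 animal left out, Trp53 ranged from -0.053 (without RPC1) to 0.49, Pou2f3 from -0.44 (without RPC2; -0.03 without RP1) to 0.46, Yap1 from -0.43 to 0.26 (without RPC2; 0.02 without RP2), and Negr1 from -3.91 to 0.66 (without RP1). Negr1 was high in RP1 alone; for the others the cause was not tested. Thinning the sums to one total leaves the ratios between animals unchanged by construction, so it does not test depth per nucleus. Scaling by library size moved the median of all genes to 0.05.

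Of 70 alternatives for the 7 gene lists, 57 kept direction and call. All kept nuclei include ciliated-like nuclei, so that setting does not test the motile cilium list in tumor-like nuclei. The adjusted p of the motile cilium list was 0.666 under fry, 0.876 with an estimated correlation and 0.832 over all kept nuclei (median log2 fold change -0.06, test direction upward), and 3.04e-06 (without RPC1) to 0.258 (without RPC2) with 1 animal left out. The proliferation list ranged from 0.000715 (without RP1) to 0.870 (without RP2). The direction of the intermediate progenitor list reversed under fry (0.980) and under the replicate block (0.940), and it ranged from 0.870 to 0.996, downward without RP2 (0.870) and without RPC2 (0.890). The other reversals were upward glutamate genes without RPC1 (0.915; range 0.258 to 0.996), neuroblast genes without RP1 and without RPC2 (0.996 and 0.737; range 0.499 to 0.996) and neuronal differentiation genes without RP1 (0.996; range 0.232 to 0.996). None of these reversals was past the threshold, and the cause was not tested.

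Class shares had 102 alternatives over 13 results; 88 kept their direction and 14 reversed. At a resolution of 0.8 the difference in tumor-like nuclei was -2.34 points and that in unnamed nuclei 1.74 points, and with at least 500 counts that in fibroblast-like nuclei was 0.0263 points. Smooth muscle- or pericyte-like nuclei were not named at a resolution of 0.8 or after removal of the Scrublet calls, so these settings give no value for them. Without 1 of the animals, differences in points ran from -0.180 (without RP2) to 2.80 for tumor-like, -1.04 to 0.185 (without RP1) for B cell-like, -0.323 (without RPC2) to 0.675 for alveolar type 1-like, -0.799 to 0.726 (without RP2; 0.414 without RPC1) for alveolar type 2-like, -0.192 to 0.0249 (without RP2) for ciliated-like, -0.591 to 0.312 (without RPC1; 0.190 without RP2) for endothelial-like, -0.228 to 0.201 (without RPC1; 0.112 without RP2) for fibroblast-like, and -0.147 to 0.0183 (without RP2) for mesothelial-like nuclei. The cause was not tested.

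Clustering on all variable genes was the same by construction, since no called gene was left out, and is not counted here. Clusters had 45 other alternatives over 5 results, of which 34 stayed within 1.5 times. At a resolution of 0.2, 7 clusters were dominated by 1 animal, 3 by RP, and 1 by a genotype but by no animal. The last number was also 1 at a resolution of 0.8, 1 without the genes called by DESeq2 and 2 at 1000 transcripts per nucleus. Leaving out animals, 2 (without RP1) to 7 clusters were dominated by RP, 3 (without RPC1 and without RPC2) to 6 by RPC, and 0 to 1 (without RPC1 and without RPC2) by a genotype but by no animal; with fewer animals there are fewer clusters to dominate. Without the genes called by DESeq2, 6.25% were neighbours from the other genotype, since genes that separate the genotypes were removed. Leaving out 1 animal gave 93.1% to 97.1% (without RP2) for the same animal and 1.35% (without RPC2) to 4.33% for the other genotype. For the other animal of the genotype it gave 1.5005% to 4.19% (without RPC1). That mean covers the intact pair alone, so its range mainly reflects which animals were averaged. The other 17 of 21 alternatives for neighbors moved by less than the spread between animals.

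In the non-tumor classes, the fit without the filter and DESeq2 called 371 and 36 genes in endothelial-like, 493 and 38 in macrophage- or monocyte-like, 275 and 26 in smooth muscle- or pericyte-like nuclei, and 962 and 56 in the interaction. Leaving out 1 animal, the counts were 15 (without RP1) to 146 (without RPC1), 9 (without RP1) to 462 (without RPC2), 20 (without RP1) to 142 (without RPC1) and 0 to 126 (without RPC2). The cause was not tested.

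Nuclei kept changed by less than 1.5 times in all 4 animals. Shares of nuclei with a transcript had 138 alternatives over 23 genes, of which 105 moved by less than the spread between animals and 33 by more. Shares rise with depth, so shares without thinning cannot be compared between the animals, and Neurod1, with at most 20 transcripts per animal, is too rare to show a difference.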

Other observations

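Chosen only after the result was seen were the tests of the genes with a low p (splits of the animals, depth and gene length), of the region around Mycl, of chromosome 19, of the part of Gli2 in the neuronal cluster, and of the 133 genes of ciliated nuclei and the parts of the cilium list.

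More genes than chance gives had a low unadjusted p between RPC and RP, although edgeR called 0 of 20056 at an adjusted p under 0.05, with 3073 at an unadjusted p under 0.05 and 647 called by DESeq2. Only 1 of the 3 splits of the 4 animals into pairs, the real one, gave as many genes with a low p; the others gave 470 and 623. With 3 splits chance cannot be excluded. A difference in depth per nucleus cannot be the whole cause, since 84.3% of the genes (2591 of 3073) had a low p and the same sign in 5629 nuclei per animal matched on transcripts, with medians of 2721, 2738, 2748 and 2745 in RP1, RP2, RPC1 and RPC2. Gene length had a Spearman rho of 0.0388 with the log2 fold change across 19891 genes, which are not independent, against -0.0534 between the RP animals and 0.0496 between the RPC animals. Genes with a low p that were higher in RPC had a median length of 32.006 kb and those that were lower 20.8 kb, and among genes called by DESeq2 these were 44.7 kb and 18.6 kb, against 25.98 kb for all. An effect of length therefore cannot be told apart from a difference between the tumors. A removal of Rn18s-rs5 and the mitochondrial genes left 3062 such genes. Chance, an effect of gene length, a difference that goes with Casp8, and differences between 4 tumors that arose independently all stay open.

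Differences between the animals' tumor-like nuclei were also seen in other classes. If RNA from tumor nuclei of the same animal were present in all nuclei, even differences between the RP animals would appear in other classes. The slope of the RP1 against RP2 differences in endothelial-like on tumor-like nuclei was 0.720 (0.802 in macrophage- or monocyte-like and 0.726 in smooth muscle- or pericyte-like nuclei), and the slopes of RPC1 against RPC2 were 0.785, 0.781 and 0.833. Free RNA of tumor nuclei may therefore account for much of what was called in those classes. Doublets, or tumor nuclei among those named otherwise, would give the same slopes and stay open.

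Gli2 was higher in RPC tumor-like nuclei. RNA or nuclei of fibroblast- or smooth muscle-like classes, where Gli2 is high, would have raised their markers as well, but the 15 markers had a median log2 fold change of -0.69, and 0 of 15 rose as much as Gli2. The carry-over that these markers imply for Gli2 fell as well, with 2.62, 3.43, 2.01 and 1.66 CPM in RP1, RP2, RPC1 and RPC2 (217%, 253%, 63.1% and 46.5% of the level). In the RP animals the implied carry-over exceeded the Gli2 level itself, so its size cannot be relied on. The lower median of the markers argues against these classes as the source of the rise, although all Gli2 of the RP animals may be carried over. In RPC1, 83.9% of the Gli2 transcripts (141 of 168) lay in the cluster led by neuronal genes, without which Gli2 in RPC1 (0.582 CPM) was below both RP animals. The higher Gli2 of RPC1 may thus come from that cluster, while that of RPC2 (3.46 CPM without the cluster) has no such source.

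For Aldh1a1, the carry-over that the same 15 markers imply would give 56.2% of the RPC2 level, 27.6% of the RPC1 level, 44.0% of the RP1 level and 47.1% of the RP2 level. None of the markers rose as much as Aldh1a1 either. Unlike that of Gli2, however, the implied carry-over was highest in an RPC animal, with 4.64, 8.01, 7.98 and 15.1 CPM in RP1, RP2, RPC1 and RPC2. The markers had a median log2 fold change of -0.69. In RPC1 the implied carry-over was no higher than in RP2, while Aldh1a1 had 28.9 CPM in RPC1 and 17.0 CPM in RP2. These values argue against RNA of these classes as the source of the rise in RPC1. In RPC2, where the implied carry-over was highest, such RNA cannot be told apart from tumor expression. Club-like RNA was not tested as a source of Aldh1a1. In tumor-like nuclei, club markers reached a median of 3.43% of their club-like level in RPC1. This was 0.870% in RP1, 1.69% in RP2 and 1.19% in RPC2, so club-like RNA stays open for RPC1. For Abcc3, macrophage markers had a median log2 fold change of -0.28, while the 7 club markers ranged from -0.47 to 1.77 with a median of 0.30, and 3 of them rose more than Abcc3. The carry-over that the macrophage markers imply was higher in both RPC animals, with 1.93, 2.28, 3.09 and 3.53 CPM in RP1, RP2, RPC1 and RPC2. It made up 65.2%, 65.5%, 47.1% and 48.6% of the Abcc3 level in the same order. Macrophage-like and club-like RNA could contribute, and the markers go both ways, so the source cannot be told apart.

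Motile cilium genes were higher in RPC tumor-like nuclei by camera. RNA of ciliated nuclei would also raise other genes of such nuclei. The 133 genes outside the list that were at least 10 times higher in ciliated-like nuclei had a median log2 fold change of 0.21, with 76 higher, against 0.50 for the list; 4 of 7 ciliated markers were higher, with a median of 0.45. Of the list, the 7 genes that were under 10 times higher in ciliated-like nuclei had a median of 0.85 (5 higher) and the other 25 a median of 0.44 (18 higher). The rise of the 7 genes would need a median of 8.25% of ciliated RNA (quartiles 2.79 to 12.2), while that of the 133 genes would need 0.113% (quartiles -0.164 to 0.698), which argues against such RNA as the source for the 7. The 25 would need 0.252%. The 133 genes went both ways, so for these 25 RNA of ciliated cells and expression in tumor nuclei cannot be told apart.

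Mycl was lower in RPC together with its neighbors, with a median log2 fold change of -1.04 for the 14 genes within 1 Mb with an average log2 CPM of at least 3, and 0 of 9844 runs elsewhere as low. A copy number gain around Mycl in the RP tumors is a candidate explanation that these values fit; DNA was not analysed here. Lower expression of the region in RPC without a change of copies stays open. Under a gain, the difference in Mycl could reflect events in 2 RP tumors as well as the loss of Casp8.

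Tumor-like nuclei of each animal lay apart from those of the others. Depth is not the whole cause: at 1000 transcripts per nucleus the mean same-animal share of neighbors was 93.0%. Barcoding wells are not the whole cause either, since neighbors came from the same well of the animal at most 1.21 times as often as chance gives. Free RNA and handling of each animal's nuclei would also part the other classes. With 60 nuclei per animal, the same-animal share was 39.3% ± 1.94 (SD over 5 draws) in endothelial-like, 40.7% ± 1.88 in macrophage- or monocyte-like and 45.2% ± 0.858 in smooth muscle- or pericyte-like nuclei, against 66.5% ± 3.21 in tumor-like nuclei and 25% by chance. Part of the separation may be technical. The shares of the other classes lay well below that of tumor-like nuclei, which argues against free RNA and handling as the whole cause. How much of the separation is technical cannot be told apart from differences between tumors, since the other classes carry tumor RNA. The study described fewer clusters dominated by RPC than were found here. The clusters here rest on rebuilt names of nuclei, so the nuclei clustered are not the same.

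A cluster of 655 nuclei led by neuronal genes came almost wholly from RPC1. Nuclei of a normal neuronal cell would lack the chromosome shifts of the RPC1 tumor. Their chromosome profile followed that of the other RPC1 tumor-like nuclei with a slope of 0.767 (0.7102 to 0.8294), no higher than the slopes of 0.853 (0.787 to 0.918) and 0.850 in endothelial-like and macrophage- or monocyte-like nuclei, which carry tumor RNA. Their chromosome 19 median was -0.38, against -0.69 in the other tumor-like nuclei and -0.48 to -0.28 in normal classes of RPC1. The cluster was set against tumor-like nuclei of the other animals, and the normal classes against the same class there. With these unlike baselines, the order of the cluster and the normal classes decides nothing. A normal neuronal cell that carries tumor RNA is a candidate explanation that the chromosome 19 median of -0.38, against -0.69, fits. Tumor nuclei of a clone without part of the shifts, and nuclei brought in from elsewhere, stay open as well. Club-like nuclei came mostly from RPC1 too, and tumor nuclei that carry club genes were considered. Their slope of 1.18 (1.05 to 1.32) lay above those of the normal classes of RPC1, at most 0.926 (0.860 to 0.9996). It also lay above that of the other tumor-like nuclei of RPC1, 0.984 (0.965 to 1.001), so it matched neither. Their chromosome 19 median of -0.34 was like that of the normal classes. Since these measures go apart, tumor nuclei, doublets and club cells with tumor RNA cannot be told apart.

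Genes of chromosome 19 were lower in RPC1, with 93.5% of 306 genes lower, and medians below 0 in all 13 windows. Loss of a copy of chromosome 19 in the RPC1 tumor is a candidate explanation that this fits, without DNA to test it. Such a loss alone would raise the medians of the other animals about alike, but these were 0.45 in RP1, -0.03 in RP2 and 0.30 in RPC2. The lower median of RP2 is therefore not explained by a loss in RPC1 alone. The endothelial-like (-0.42) and macrophage- or monocyte-like nuclei (-0.28) of RPC1 showed a smaller shift of the chromosome. Aldh1a1 lies on chromosome 19 and was nonetheless higher in RPC1 than in both RP animals.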
